A study of 1,4-dioxane-degrading enrichment culture with 4 samples. Its data were reported in "1,4‐Dioxane‐degrading consortia can be enriched from uncontaminated soils: prevalence of Mycobacterium and soluble di‐iron monooxygenase genes" (2017).

How the data were processed

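16S rRNA gene amplicons, which serve as a barcode for bacterial genera, were sequenced from 4 samples: Consortium A and Consortium B, each before and after enrichment on dioxane, a cyclic ether used as a solvent stabilizer. Per the study's methods, the samples before enrichment were garden soils with no known exposure to dioxane, and the consortia were obtained by repeated cycles of dilution and growth in a mineral salts medium that offered no carbon source other than dioxane. The V4 region was amplified and sequenced on an Illumina MiSeq by a sequencing provider, whose own pipeline was used. Reads were clustered into operational taxonomic units of near-identical sequence and classified with BLASTn against the RDPII and NCBI databases. The version of that pipeline, the read filters and the database releases are not given in the sources used here. A genus name in the tables is therefore the name of a database match for an amplicon sequence, and how close the match was is not given. Traits mentioned below are those of the named genus and were not measured in these samples.

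The methods name separate DNA extraction kits for the soils (PowerSoil) and for the enriched cultures (UltraClean Microbial), whereas the labels give the UltraClean kit for all 4 samples. The labels of the samples before enrichment also carry the dioxane medium of the cultures, and these samples are called soils here because the methods describe them so. Following the methods, extraction kit and stage of enrichment could not be told apart in any comparison of before with after.

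The values deposited by the authors are percent of the sample for each genus, and each of the 4 tables sums to 100%. Total read numbers were not used here because the tables hold percent values only. The depth behind each share is not given and was not inferred from the steps between shares, so no counting interval or detection limit is given. The smallest share above 0 was 0.00272% in Consortium A before enrichment, 0.00153% in Consortium A, 0.00238% in Consortium B before enrichment and 0.00144% in Consortium B. The values are relative, so a higher share does not show that more cells were present. Amplicon shares also depend on the number of 16S rRNA gene copies per genome and on how well each cell type is opened.

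Groups were taken from the sample titles, with 1 sample per consortium and stage. The study describes triplicate treatments, but each deposited table holds 1 value per genus, so no test could be made within a consortium. With the consortia taken as 2 pairs of before and after, an exact two-sided permutation test cannot give a p below 0.5, so values are described without a test. Genus names were compared in lower case. The table of Consortium A before enrichment also held 179 rows named at species level, and 0 of these had a value above 0. Both tables before enrichment held 2 rows named *Bacillus*, which were kept apart as deposited and merged in an alternative. A genus counted as listed when its share was above 0. A genus with no row in a table was given a share of 0, since the rows of that table already sum to 100%, and it is described as having no row. The names of the rows went with stage. The consortia had the same 64 names, and all 393 names of soil B also had a row for soil A. Each consortium had only 50 names in common with its soil. How the names of each stage were set is not given. For genera with no row at one stage, a difference in naming therefore cannot be excluded.

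For each sample the number of genera listed, the Shannon index (natural logarithm), the inverse Simpson index and the share of the most abundant genus were computed. Pairs of samples were compared by the Bray-Curtis dissimilarity of shares and the Jaccard index of genera listed. The overlap of independent lists among the genera with a row in both tables was computed but is not given, because nearly all of these genera were listed in at least one sample of each pair, which leaves the overlap little room to vary. Folds are ratios of shares and were computed only where both shares were above 0. Genera were summed over 14 lists fixed before the data were examined, of which 12 are taxonomic or functional and 2 are technical checks (genera often seen in blank extractions, and archaea and plastids). The study was known when the lists were fixed, and it names genera that were abundant before or after enrichment in these samples. The list of archaea and plastids had 0 members above 0 in any sample. For each list with at least 3 members before enrichment, the number of members kept was given as a percentile among 10000 random lists of the same size, in which each member was replaced by 1 of its 20 nearest genera by share before enrichment. These percentiles describe these samples only and carry no error between replicates. For lists that hold genera named by the study, they are not independent of its reported results. The functions were tested on simulated data for the 288 rows of Consortium A before enrichment. Among 100 simulated lists of 10 members with no planted effect, 8% had a percentile above 95, and 100% of lists with 8 of 10 members set as kept did. Genera were kept at random in this simulation whatever their share before enrichment, so the matching on share was not tested. Smaller planted effects were not simulated.

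The genera named were fixed by a rule: for each consortium the 10 highest before enrichment, the 10 highest after, and the listed members of the reported dioxane degraders; between consortia the 5 largest differences at each stage; and up to 4 members of each list. Genera named outside the rule are described as such. Alternatives were a minimum share of 0.01% or 0.1%, merged names, rescaled shares, the square root of shares, removal of *Mycobacterium*, of rare genera or of the DNA kit contaminant list, and removal of the highest member of each list. Rarefaction was not run because it needs counts. Removal of the kit contaminant genera from each list, and of these and *Mycobacterium* from the list of reported dioxane degraders, was added after the data were examined. The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.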

Results

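Genus composition was measured by 16S rRNA gene sequencing in 2 garden soils and in the dioxane-degrading consortia enriched from them. There was 1 sample each of Consortium A before enrichment, Consortium A, Consortium B before enrichment and Consortium B. Values are percent of the sample as deposited, without replicates, read depth or errors, so all differences below are differences between single libraries. The comparisons address which bacteria became prevalent when dioxane was the only carbon source, and how far the outcome was shared by consortia from different soils.

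The dominant genus was *Acidobacterium* before enrichment of Consortium A and *Mycobacterium* after it. *Acidobacterium*, a genus of slow-growing soil bacteria, made up 31.9% of the soil and had no row after enrichment. *Mycobacterium*, actinobacteria with a waxy mycolic acid cell wall, made up 0.0951% of the soil and 56.0% of the consortium, a 589-fold higher share, with DNA from soil and culture extracted by separate kits according to the methods. *Aminobacter*, a genus of Rhizobiales with members that grow on methylated amines, was 0.0435% before and 10.5% after (243-fold higher). *Ralstonia* was 0.0842% before and 5.86% after, and *Cupriavidus*, a related genus of versatile degraders, was 0.394% before and 4.28% after. The share of *Chitinophaga*, a chitin-degrading genus, was 4.32% after enrichment and listed at 0 before. *Afipia* (2.81%), *Ensifer* (2.58%), *Sediminibacterium* (2.03%) and *Delftia* (1.93%) were among the 10 most abundant genera after enrichment and had no row before. *Pseudomonas* completed these 10 genera, with 0.728% before and 1.68% after.

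None of the 10 most abundant genera of the soil behind Consortium A was listed above 0 after enrichment, although together they held 55.4% of the soil community. After *Acidobacterium* these were *Pirellula* (3.63%), *Holophaga* (3.61%), *Ohtaekwangia* (2.85%), *Thiorhodospira* (2.81%), *Pedomicrobium* (2.50%), *Rhodoplanes* (2.39%), the nitrite oxidizer *Nitrospira* (2.21%), *Chloroflexus* (1.98%) and the sulfate reducer *Desulfovibrio* (1.49%). Conversely, 5 of the 10 most abundant genera of the enriched consortium were listed in the soil, with a summed share of 1.34%, and all 10 held 92.0% of the consortium.

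In Consortium B the dominant genus was likewise *Acidobacterium* before enrichment (29.8%, no row after) and *Mycobacterium* after it (0.197% before, 48.8% after, 247-fold higher). The second genus was *Chitinophaga*, with 0.0119% before, a share close to the smallest listed, and 15.5% after. *Aminobacter* followed with 0.0262% before and 9.20% after (352-fold higher). *Terrimonas*, a relative of *Chitinophaga*, was 0.418% before and 3.13% after. Shares above 2% were also reached by the Burkholderiales *Acidovorax* (0.242% before, 3.07% after) and *Variovorax* (0.178% before, 2.98% after), by *Brevundimonas* (0.0428% before, 2.45% after) and by *Sediminibacterium* (no row before, 2.32% after). *Ensifer* was 1.68% after with no row before, while its synonym *Sinorhizobium*, outside the rule for named genera and chosen after its values were seen, was listed at 0.00951% in that soil. *Pseudoxanthomonas* was 1.61% after and 0.00475% before, and the latter lies so close to the smallest share listed in that soil that the size of this fold is uncertain.

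The 10 most abundant genera of the soil behind Consortium B held 53.0% of that soil and 0.0921% of the enriched consortium. *Bradyrhizobium*, a genus with root-nodulating members, accounted for this remainder, with 1.83% before and 0.0921% after (19.9-fold lower). The other 9 were not listed after enrichment. Besides *Acidobacterium* they were *Chloroflexus* (6.67%), *Dongia* (2.56%), *Ohtaekwangia* (2.42%), *Skermanella* (2.27%), *Pedosphaera* (2.11%), *Nitrospira* (1.82%), *Rhodoplanes* (1.77%) and *Pirellula* (1.73%).

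**Figure D1:**
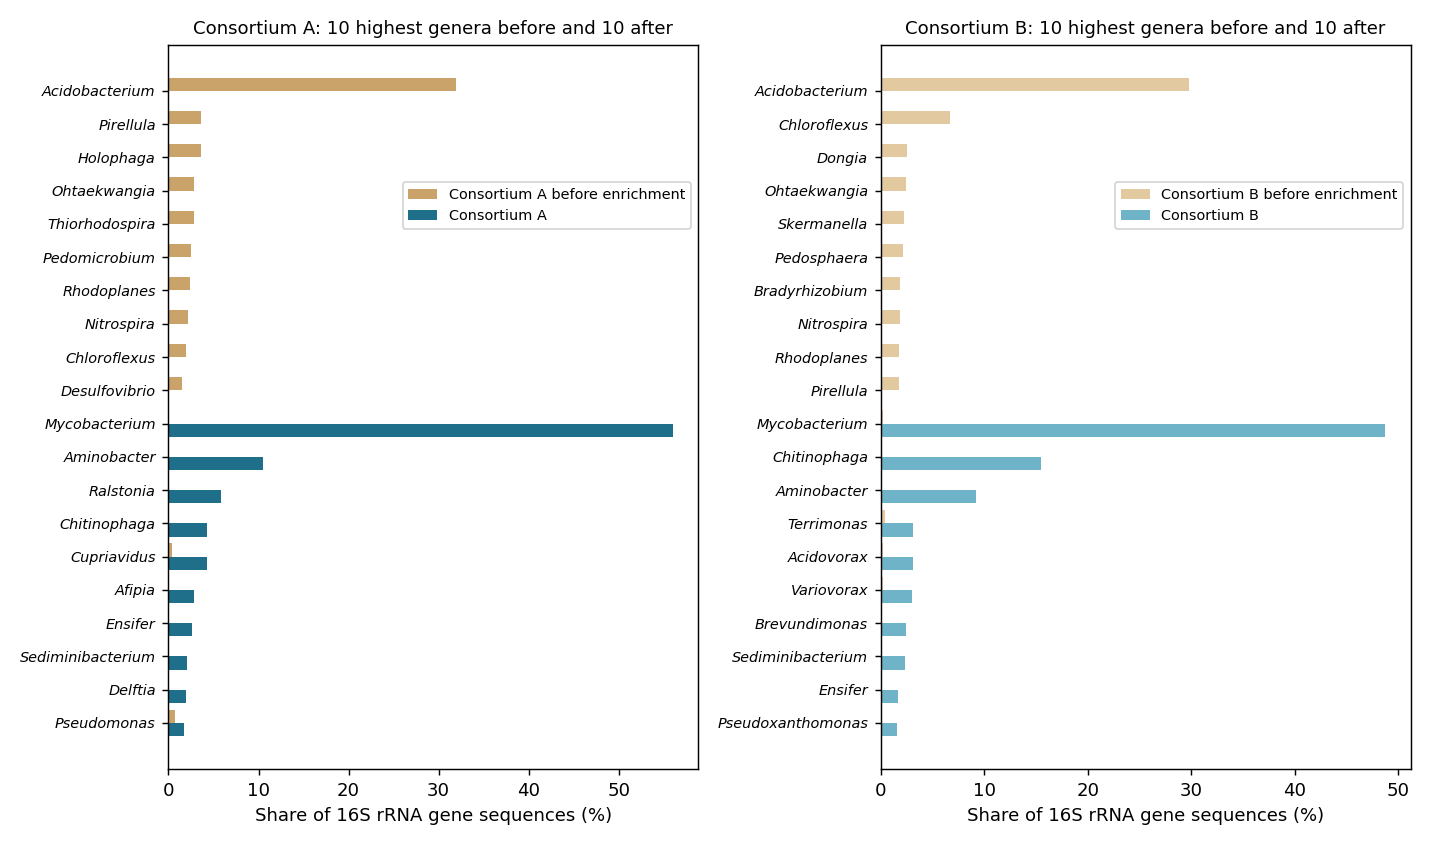
Shares (x axis, % of 16S rRNA gene sequences, linear scale) of the 10 most abundant genera before and the 10 most abundant after enrichment in Consortium A (left) and Consortium B (right), with 1 bar per sample and no error bars because each is a single library. *Mycobacterium* is the longest bar after enrichment in both panels (56.0% and 48.8%), where *Acidobacterium* led before (31.9% and 29.8%).

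Genera with strains reported to degrade dioxane, with or without a cosubstrate, made up 3.58% of the soil and 67.1% of the consortium for A, and 3.40% and 49.96% for B. Without *Mycobacterium* their summed share was 3.48% before and 11.1% after in A, but 3.20% before and 1.19% after in B. In A most of the share after came from *Ralstonia* (5.86%), *Afipia* and *Pseudomonas*, which are also on the list of genera often seen in blank extractions. Without the genera on that list the reported degraders were 1.801% before and 56.8% after in A and 2.07% before and 48.8% after in B, and without *Mycobacterium* as well they were 1.71% before and 0.760% after in A and 1.87% before and 0.0619% after in B. Members of this list differed in direction. *Afipia*, which includes a strain reported to grow on dioxane, was 2.81% in Consortium A and 0.708% in Consortium B, with no row in either soil. *Pseudonocardia*, the genus of a well-studied dioxane-metabolizing strain, was 0.0761% in soil A and 0.0737% in soil B and had no row in either consortium. *Rhodococcus* (0.00543% and 0.0214% of the soils) likewise had no row after enrichment. *Burkholderia* had 0.967% and 0.708% of the soils, and the methane oxidizer *Methylosinus* 1.33% and 0.685%. After enrichment *Burkholderia* had no row in either consortium, and *Methylosinus* was listed at 0 in A and at 0.00144% in B. *Flavobacterium* was 0.296% before and 0.760% after in A, against 1.09% before and 0.0604% after in B. *Pseudomonas* in B was 0.504% before and 0.265% after, a direction that turns when *Mycobacterium* is left out and the other genera are rescaled. Of the list, 4 of the 8 members listed before were kept in A and 5 of 8 in B, at percentiles of 99.4 and 99.8 among random lists of similar share before enrichment. *Ralstonia* and *Pseudomonas*, kept in both, are also DNA kit contaminant genera, and that technical list was kept at percentiles of 100 and 99.96.

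The mycolic acid actinobacteria were represented after enrichment by *Mycobacterium* alone. *Rhodococcus* and *Nocardia*, the other members listed in the soils, had a summed share of 0.0190% in soil A and 0.0357% in soil B and were not listed in either consortium.

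The gram-negative lists with higher shares after enrichment were the Rhizobiales, the Burkholderiales and the Chitinophagaceae, a family of Bacteroidetes that break down polymers. The Rhizobiales had 9.58% of the soil and 20.1% of the consortium for A, and 8.23% and 16.0% for B. Within this list only a minority of genera had higher shares (8 higher and 22 lower in A, 7 higher and 25 lower in B), and without *Aminobacter* the change of the list was 0.0604 percentage points in A and -1.36 in B. The Burkholderiales had 2.47% before and 12.4% after in A, mainly from *Ralstonia* and *Cupriavidus*, and 3.37% before and 7.57% after in B, mainly from *Acidovorax* and *Variovorax*. The Chitinophagaceae had 0.168% before and 6.39% after in A, and 1.02% before and 21.1% after in B, where 6 of the 10 genera listed before were kept. The number kept lay at percentiles of 97.1 (A) and 99.9 (B) for the Rhizobiales, 99.8 and 99.2 for the Burkholderiales and 79.7 and 100 for the Chitinophagaceae. *Flavisolibacter*, a soil member of this family, had 0.285% of soil B and was not listed after enrichment.

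Genera often seen in blank DNA extractions had a share of 2.83% before and 19.4% after in A, and 4.76% before and 8.84% after in B. No blank was among the 4 samples, so being on this list does not show that a genus came from reagents. Of the list's members present before, 8 of 12 were kept in A and 8 of 14 in B, at percentiles of 100 and 99.96. These were as high as those of the Rhizobiales, the Burkholderiales and the reported dioxane degraders. This technical list shares 7 listed genera with the Burkholderiales (among them *Ralstonia*, *Cupriavidus* and *Acidovorax*), 5 with the Rhizobiales (among them *Afipia*), 4 with the reported dioxane degraders and 1, *Sediminibacterium*, with the Chitinophagaceae. With these genera left out, the Burkholderiales were 0.975% before and 0.261% after in A, a turned direction, and 1.62% before and 3.33% after in B. The Rhizobiales without them were 9.10% before and 17.1% after in A and 6.14% before and 14.1% after in B. The Chitinophagaceae without *Sediminibacterium* were 0.168% before and 4.36% after in A, and 1.02% before and 18.8% after in B.

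**Figure D2:**
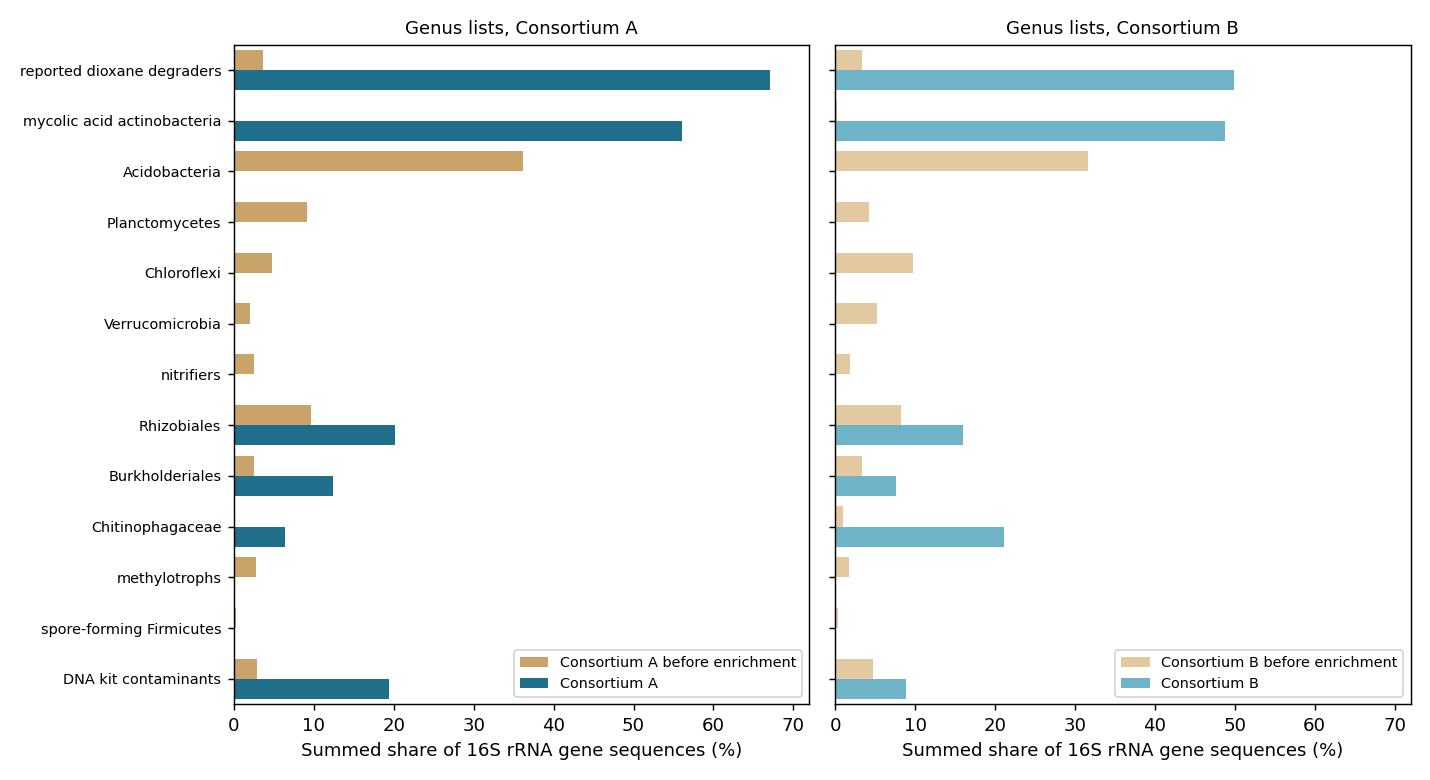
Summed share (x axis, % of 16S rRNA gene sequences, linear scale) of 12 taxonomic or functional genus lists and of the list of DNA kit contaminants, before and after enrichment, in Consortium A (left) and Consortium B (right), with 1 library per bar. Lists share members, so bars do not add up to the total. Acidobacteria are 36.2% and 31.7% before enrichment with no bar after.

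The lists of typical soil phyla had lower shares after enrichment in both consortia. The Acidobacteria (*Acidobacterium*, *Holophaga*, Candidatus Koribacter and *Geothrix* were the largest) had 36.2% of soil A and 31.7% of soil B, and 0 members were listed in either consortium. Planctomycetes (*Pirellula*, the anammox genus Candidatus Kuenenia, *Blastopirellula*, *Algisphaera*) had 9.12% of soil A and 0.00614% of Consortium A, and 4.19% of soil B with 0 members in Consortium B. Chloroflexi (*Chloroflexus*, *Dehalococcoides*, *Anaerolinea*, *Longilinea*) had 4.72% of soil A and 0.00307% of Consortium A, and 9.75% of soil B with 0 members after. Verrucomicrobia had 1.96% before and 0.00153% after in A, and 5.28% before and 0.0734% after in B. *Opitutus* was the member kept in both consortia, while *Pedosphaera*, *Verrucomicrobium* and *Prosthecobacter* were not listed after enrichment. The nitrifiers, mostly *Nitrospira* with small shares of the ammonia oxidizers *Nitrosovibrio* and *Nitrosospira* and of *Nitrobacter*, had 2.54% of soil A and 1.91% of soil B and 0 members after enrichment. Methylotrophs, which grow on single-carbon compounds (*Methylosinus*, *Hyphomicrobium*, *Methylibium*, *Methylocystis*), had 2.71% before and 0.0261% after in A, and 1.78% before and 0.00432% after in B. Spore-forming Firmicutes, led by *Bacillus* in soil A and *Paenibacillus* in soil B with *Desulfotomaculum* and *Clostridium* in soil B only, had 0.204% and 0.407% of the soils and 0 members after. Against random lists of similar share, the number kept lay at a percentile of 3.58 for the Chloroflexi in each consortium, whereas the other lists of this paragraph lay between 6.53 and 87.6.

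Fewer genera were listed after enrichment. In A the number was 288 before and 47 after, and in B it was 341 before and 50 after. The Shannon index was 3.65 before and 1.81 after in A, and 3.81 before and 1.96 after in B. The inverse Simpson index, the number of equally common genera that would give the same dominance, was 9.001 before and 2.98 after in A, and 10.04 before and 3.63 after in B. The 3 most abundant genera held 39.1% of soil A, 39.0% of soil B, 72.4% of Consortium A and 73.4% of Consortium B. With *Mycobacterium* left out, the inverse Simpson index after enrichment was 8.99 in A and 6.96 in B. The Shannon index without it was still lower in the consortia, at 2.55 in A and 2.48 in B against 3.65 and 3.80 in their soils. This removal takes away the most abundant genus of the consortia only, while *Acidobacterium* stays in the soils.

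**Figure D3:**
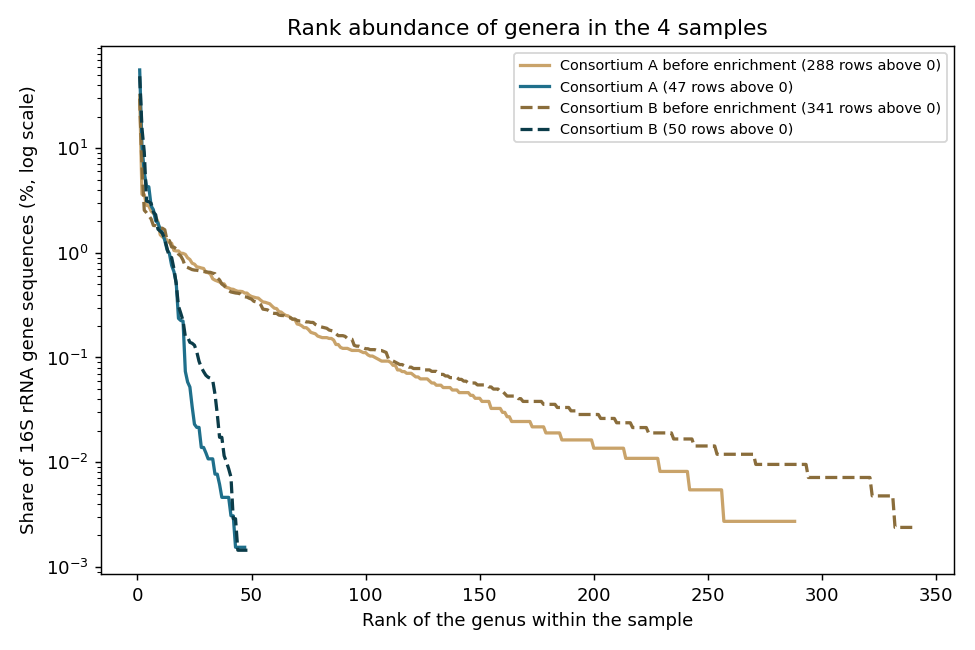
Rank abundance of the genera with a share above 0 in the 4 samples, with the rank on the x axis and the share on a logarithmic y axis (% of 16S rRNA gene sequences). The lines of the soils extend to 288 and 341 rows, and those of the enriched consortia end at 47 and 50.

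The overlap between each consortium and its soil of origin depended on the smallest share that counts as listed. With any share above 0, 30 of the 288 genera were kept in A (10.4%), 258 were lost and 17 were gained. The kept genera held 5.47% of the soil and 81.3% of the consortium, and the gained genera held 18.7% of the consortium. In B, 42 of the 341 genera were kept (12.3%), 299 were lost and 8 were gained, and the kept genera held 12.2% of the soil and 92.8% of the consortium. Being kept did not amount to a higher share. In A, 14 of the kept genera had a higher and 16 a lower share after enrichment, and in B 22 had a higher and 20 a lower share. Of the gained genera, 7 were gained in both consortia. A minimum of 0.1% was applied at both stages, so a genus listed below it in the soil counted as gained if it passed it after. With this minimum 6 genera were kept and 14 gained in A, and 12 were kept and 14 gained in B. Gained genera outnumbered kept genera in both, but they included genera that were listed in the soil at lower shares. In A these were for example *Mycobacterium* (0.0951% before), *Ralstonia* (0.0842%) and *Aminobacter* (0.0435%), and in B *Chitinophaga* (0.0119%) and *Aminobacter* (0.0262%).

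The soils resembled each other more than either resembled the consortium enriched from it. The Bray-Curtis dissimilarity, which is 0 for equal and 1 for disjoint communities, was 0.283 between the soils and 0.275 between the consortia, against 0.970 between soil and consortium for A and 0.961 for B. The soils shared 259 genera. Shares correlated across these genera with a Spearman coefficient of 0.706, although genera are not independent replicates. The 5 largest differences between the soils were *Chloroflexus* (1.98% in A, 6.67% in B), *Thiorhodospira* (2.81% and 0.361%), *Holophaga* (3.61% and 1.31%), *Pedomicrobium* (2.50% and 0.368%) and *Acidobacterium* (31.9% and 29.8%).

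The consortia shared 39 genera, and the shared genera held 99.9% of Consortium A and 99.6% of Consortium B. In percentage points, the 5 largest differences were *Chitinophaga*, *Mycobacterium* (56.0% in A, 48.8% in B), *Ralstonia*, *Cupriavidus* and *Terrimonas*. By ratio, *Mycobacterium* and *Aminobacter* had similar shares in both (A to B ratios of 1.15 and 1.15), as did *Sediminibacterium* (0.874) and *Ensifer* (1.53). Other abundant genera differed more by ratio. *Chitinophaga* was 3.58-fold higher in B, *Terrimonas* 92.8-fold higher in B and *Acidovorax* 58.9-fold higher in B. *Ralstonia* was 37.4-fold and *Cupriavidus* 4.74-fold higher in A. Only 8 of the 39 shared genera had shares within 2-fold of each other. The Bray-Curtis dissimilarity of the consortia without *Mycobacterium* was 0.511. Whether these differences exceed the spread between cultures of 1 soil cannot be tested with 1 library each.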

Values the study reported

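The study reported that the number of genera went from 288 in the original soil to 47 after enrichment for Consortium A, and from 340 to 50 for Consortium B. *Acidobacterium* was given as the dominant genus of the original soils, with 33% in Consortium A and 30% in Consortium B in the text, and 31.9% and 29.81% in its list of the most abundant genera. After enrichment, *Mycobacterium* was reported at 56% in Consortium A and 49% in Consortium B. *Chitinophaga* was reported at 4% in Consortium A and 16% in Consortium B, and *Aminobacter* at 10% and 9%.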

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

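The values without *Mycobacterium* and the check of replication in this part were chosen after the values were seen. With 1 library per consortium and stage, no difference between the consortia was tested, and the genera below are given because their shares moved in opposite directions in A and B.

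Of the 27 genera with a share above 0 in all 4 samples, 8 had a higher share after enrichment in one consortium and a lower share in the other. Independent directions would give 13.5 such genera, so opposite genera were not more frequent than that number. The difference between the log2 ratios (after over before) of A and B was -4.63 for *Terrimonas*, 2.14 for *Pseudomonas*, -9.79 for *Pseudoxanthomonas*, 5.54 for *Flavobacterium*, 3.89 for *Sphingomonas*, -1.54 for *Ramlibacter*, 6.91 for *Marmoricola* and -2.27 for *Nocardioides*. A positive value means that the ratio was higher in A. The sizes for 4 of these genera are uncertain, because a share behind them lay below 10 times the smallest listed in its sample. For *Ramlibacter* and *Nocardioides* in A and *Marmoricola* in B, both shares lay below that limit. The direction itself is therefore uncertain for these, and so is their place among the opposite genera. *Marmoricola* in soil A was at the smallest share itself (0.00272%), and its shares in B were 0.0166% before and 0.0115% after. *Pseudoxanthomonas* was 0.00475% in soil B. In A, *Nocardioides* was 0.0244% before and 0.0107% after, and *Ramlibacter* was 0.0163% before and 0.00767% after. These differences were not tested. *Sphingomonas*, *Ramlibacter*, *Marmoricola* and *Nocardioides* are outside the rule for named genera.

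Leaving out *Mycobacterium* multiplies the shares of all other genera in a sample by one factor. It therefore shifts each of these differences by the same 0.22 on the log2 scale, where their sizes ran from 1.54 to 9.79. The direction within a consortium does depend on this scaling for genera close to no change. Without *Mycobacterium*, *Pseudomonas*, *Ramlibacter* and *Marmoricola* were higher after enrichment in both consortia, and *Nocardioides* in A was 0.0245% before and 0.0244% after. Variation between single cultures and libraries cannot be told apart from a difference between the soils, which were sampled at different places and seasons, since there was 1 library per consortium and stage.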

How the results depend on the processing

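With neither replicates nor depth, a value counted as moved when it changed by more than 1.5-fold, a limit chosen after the data were seen. Of 402 recomputed values 157 equalled the original (to a relative difference of 1e-06) and say nothing about stability, among them all 112 from rescaling tables that already sum to 100% and all 30 from matching names by their start. Of the other 245, 165 stayed within the limit, 72 moved and 8 changed sign. Part of this was fixed in advance. *Mycobacterium* held only 0.0951% of soil A and 0.197% of soil B, so leaving it out hardly alters genera not listed after enrichment. Genera prevalent after enrichment rise by the rescaling alone. The counts are therefore no measure of stability. Merged names and square roots moved no value that far, but merging joined only the *Bacillus* rows of each soil. At a minimum of 0.1%, the genera listed were 104 before and 20 after in A and 109 before and 26 after in B, those kept were 6 in A and 12 in B, those lost 98 and 97, and those gained in B 14. At 0.01%, 17 genera were kept in A and 25 in B, and 14 were gained in B. Fewer rare genera count as listed by construction, and genera below the minimum in the soil count as gained once they pass it after. Without genera below 0.1%, the Jaccard index of soil and consortium A was 0.0508. Without the kit contaminant genera, Consortium A had a Shannon index of 1.19 and an inverse Simpson index of 1.98. Without *Mycobacterium*, the inverse Simpson index was 8.99 in A and 6.96 in B, the most abundant genus held 24.0% in A and 30.2% in B, the dissimilarity of the consortia was 0.511, and the change of *Pseudomonas* in B was 0.0117 percentage points, a changed sign. Without the highest member of each list, 2 lists were higher after enrichment in B (5 with all members), and the change was -1.36 points for the Rhizobiales in B, -0.0190 and -0.0357 for the mycolic acid actinobacteria in A and B, and -2.01 for the reported degraders in B. Without kit contaminant genera, an alternative chosen after seeing the data, the change of the Burkholderiales in A was -0.714 points. Without these genera and *Mycobacterium*, also chosen after seeing the data, the change of the reported degraders was -0.946 points in A and -1.81 in B. Rarefaction was not run, since it needs counts, and depth that is not given limits every statement on genera that were not listed. The smallest share listed was lower in the consortia (0.00153% in A, 0.00144% in B) than in their soils (0.00272% and 0.00238%). The 2 pairs of before and after allow no exact two-sided p below 0.5.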

Other observations

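The genera in this paragraph, and all tests of explanations in this part, were chosen after the values were seen. *Shinella* was 1.31% of Consortium A and 1.53% of Consortium B and was listed at 0 in both soils. *Ochrobactrum* was 1.55% of Consortium A, with a share listed at 0 before, and 1.35% of Consortium B, with 0.00951% before. *Mesorhizobium* was 0.193% before and 0.223% after in A, and 0.240% before and 1.11% after in B. *Sphingopyxis*, a sphingomonad, was 0.991% of Consortium A and 0.0633% of Consortium B, whereas *Xenophilus* was 0.0123% and 0.906%. *Sphingobacterium* was lower in share after enrichment but still listed, with 1.05% before and 0.662% after in A and 1.72% before and 0.506% after in B. *Sorangium*, a myxobacterium, had 0.565% of soil A and 0.552% of soil B and no row in either consortium.

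The share of *Mycobacterium* was 589-fold and 247-fold higher after enrichment, and soil and culture DNA were extracted with separate kits according to the methods. A kit that opens mycolic acid cell walls more fully would be expected to act on *Rhodococcus* and *Nocardia* too. At the fold of *Mycobacterium* alone, these genera would need 11.2% of Consortium A and 8.81% of Consortium B, and they were not listed in either. This does not decide on the kit, because both lay near the smallest listed shares in the soils (*Rhodococcus* at 0.00543% in soil A and 0.0214% in soil B, *Nocardia* at 0.0136% and 0.0143%, between 2 and 9 times the smallest share) and could have been lost in culture under any kit. A common factor on all kept genera, as lost genera leave the total, would give no lower shares, but 9 of the 14 kept genera of at least 0.1% before enrichment were lower after in A and 14 of 22 in B. Fuller opening of mycolic acid walls alone would lower the shares of all genera without such walls by a common factor. Instead the kept genera, *Mycobacterium* included, split into 14 higher and 16 lower in A and 22 higher and 20 lower in B. The 10 most abundant soil genera went from 55.4% to 0 in A and from 53.0% to 0.0921% in B. These values argue against fuller opening of mycolic acid walls as the only cause of the shift in shares. They do not decide on the kit in general, because kits that open other cell types unequally could also give higher and lower shares. The part of the kit in the fold of *Mycobacterium* stays open, as by the methods kit and stage coincide. Growth of *Mycobacterium* on dioxane was not tested by these data.

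Genera that were listed after enrichment but not before held 18.7% of Consortium A and 7.22% of Consortium B. Of these, 6 genera in A, led by *Chitinophaga*, *Ochrobactrum* and *Shinella*, and 1 in B, *Shinella*, had a row at 0 in the soil table. Genera with no row in the soil table held 9.40% of Consortium A and 5.69% of Consortium B, and for these a naming difference cannot be excluded without the sequences. *Ensifer* and *Sinorhizobium* are names for the same genus, and *Ensifer* had 2.58% and 1.68% of the consortia with no row in the soils, while *Sinorhizobium* was listed at 0 in soil A and at 0.00951% in soil B. One reagent source with the same mix in both enriched libraries is unlikely as the sole origin of all gained kit contaminant genera. The A to B ratios of *Delftia* (43.2), *Afipia* (3.98) and *Sediminibacterium* (0.874) differed by 49.4-fold. A reagent source for only some of these genera, separate sources per library and shares too low to be seen in the soils stay open.

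At a minimum of 2% of the enriched consortium, 4 genera passed in both: *Mycobacterium*, *Aminobacter*, *Chitinophaga* and *Sediminibacterium*. *Chitinophaga* is in this set although the study's text names fewer genera as enriched in both consortia. The count of 341 genera in soil B includes *Bacillus* on 2 rows (0.0785% and 0.00713%), and with names merged the counts were 287 in soil A and 340 in soil B. Chosen after their values were seen, *Phytophthora*, a plant-pathogenic oomycete and not a bacterium, was listed at 0.0571% in soil B and at 0 in soil A, and *Malawimonas*, a protist, was listed at 0.00713% in soil B.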
